A study of Mus musculus with 7 samples. Its data were reported in "The long and the short of it: unlocking nanopore long-read RNA sequencing data with short-read differential expression analysis tools" (2021).

How the data were processed

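Gene expression was measured in mouse neural stem cells (NSCs), precursor cells of the brain that were kept dividing in culture with growth factors. The cells came from 4 wild-type (WT) samples and 3 samples with a null mutation of Smchd1 (*Smchd1*-null), a gene that encodes a repressor of chromatin. Polyadenylated RNA was copied to cDNA without amplification and sequenced as long reads on nanopore flow cells in 2 batches, with a later version of the library kit in batch 2. WT replicate 1 was sequenced in both batches, WT replicate 2 and *Smchd1*-null replicates 1 and 2 in batch 1 only, and WT replicates 3 and 4 and *Smchd1*-null replicate 3 in batch 2 only.

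The deposited files hold 1 whole-number count per gene and sample, not normalised, with the length of each gene in bases. To make these counts, the authors base-called and demultiplexed the reads with Guppy, aligned them to the mm10 genome with minimap2 and counted primary alignments per gene with featureCounts in its long-read mode, on the Gencode M23 annotation of GRCm38. Reads of the same sample from both batches were summed by the authors, so the batches of WT replicate 1 could not be separated. The counting was not stated to use strand, and a read of a near-identical paralog or pseudogene is counted wherever its primary alignment falls. Counts of overlapping genes, antisense genes and members of gene families are therefore uncertain. The length column is the authors' deposited value and is the same in all 7 files.

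Gene symbols, types and coordinates were taken from the Gencode M21 annotation, which is on the same GRCm38 build. Of the 55335 gene identifiers, 54587 matched with their version, 55154 matched when the version was ignored, and 181 had no match. Coordinates are 1-based.

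Genes were filtered with filterByExpr (default arguments, genotype as group), which kept 13305 genes, and library sizes were scaled by TMM. The test followed the methods of the study: limma's voomWithQualityWeights with genotype as the only term, all 7 samples, lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment over the 13305 genes. Adjusted p-values without another tool's name are from this fit, and 0.05 and 0.25 were the thresholds. CPM values are counts per M (mega) counts of the TMM-scaled library size, and log-CPM values were computed with a prior count of 2. Fold changes are *Smchd1*-null over WT on the log2 scale. Software was R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0.

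The distance between samples was the leading log2 fold change over the 500 most different genes of each pair, and the difference of its means between and within genotypes was tested by an exact permutation test over 35 assignments. Sample-level quantities were compared between genotypes by exact permutation tests. Gene sets were tested with ROAST (9999 rotations), with camera as an alternative. Genes named in the text were chosen by a rule: Smchd1, Ndn, Mkrn3 and Peg12 always, genes with an adjusted p under 0.05 up to 15, and, among genes with an adjusted p under 0.25 and no overlap between genotypes in log-CPM, the 5 largest rises and the 5 largest falls. Groups, tests, naming rule and the first list of alternatives were fixed before the data were examined.

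The pairing of samples comes from the replicate numbers in the sample titles, which do not say whether samples with the same number share an animal or a litter. WT replicate 4 has no same-numbered *Smchd1*-null sample. With the replicate number as a block it therefore adds nothing to the genotype log2 fold change. The alternatives were edgeR's quasi-likelihood test, DESeq2, voom without sample quality weights, relative log expression factors, library size alone, all genes with at least 1 count, genes with at least 10 counts in every sample, the batch share as a covariate (with and without WT replicate 1), the replicate number as a block, counts thinned to the smallest library, and each replicate left out in turn. Further alternatives were chosen after seeing the data: edgeR and unweighted voom with the batch covariate, removal of each sample's trend of log-CPM with gene length (lowess, span 0.3) alone or with the block or batch, and thinning of all libraries by 1 factor, with 20 further draws of both kinds of thinning. The comparison of the 144 genes with as many genes from other splits was also chosen after seeing the data.

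The pipeline was tested on simulated counts for the 13305 genes, drawn from the real means and library sizes with 200 genes changed by a log2 fold change of 1. The weighted voom fit recovered 71.5% of the changed genes at an adjusted p under 0.05 with 4.67% of calls false, edgeR recovered 74.5% with 3.87% false, and DESeq2 recovered 83% with 7.78% false. With no changed gene, the calls numbered 0, 0 and 3. No batch effect and no difference in quality between samples was put into these draws. The shares were computed at 0.05 only, not at the higher threshold, and not separately for genes with few counts. They therefore do not give the share of false calls in the real data, at either threshold or among genes with few counts. In a simulation with a length trend between the groups, the removal of the trend reduced the calls from 560 to 1. Total counts ranged from 2.74 to 7.74 M per sample. A gene with 3 counts, taken as the floor, has between 0.388 and 1.09 counts per M total counts without TMM scaling, depending on the sample. In TMM-scaled CPM, 3 counts are 1.13 CPM in *Smchd1*-null replicate 1, the smallest library. Floors cover counting error only. Isoforms and the spike-in and short-read data of the study were not analysed here.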

Results

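The dataset consisted of gene-level counts of long reads from NSCs of 4 WT and 3 *Smchd1*-null samples. The 7 libraries held 33.3 M counts, with 36857 of the 55335 annotated genes having at least 1 count. Library sizes were 3.91, 4.60, 3.87 and 5.85 M in WT replicates 1 to 4 and 2.74, 7.74 and 4.61 M in *Smchd1*-null replicates 1 to 3, a ratio of 2.82 between the largest and the smallest. The mean library size was 4.56 ± 0.93 M in WT (SD, n = 4) and 5.03 ± 2.52 M in *Smchd1*-null (SD, n = 3), with no difference between the genotypes (p = 0.743, exact permutation test, two-sided). Between 20713 and 26992 genes were detected per sample. After filtering, 13305 genes remained, which carried 99.2% to 99.5% of the counts.

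**Figure D1:**
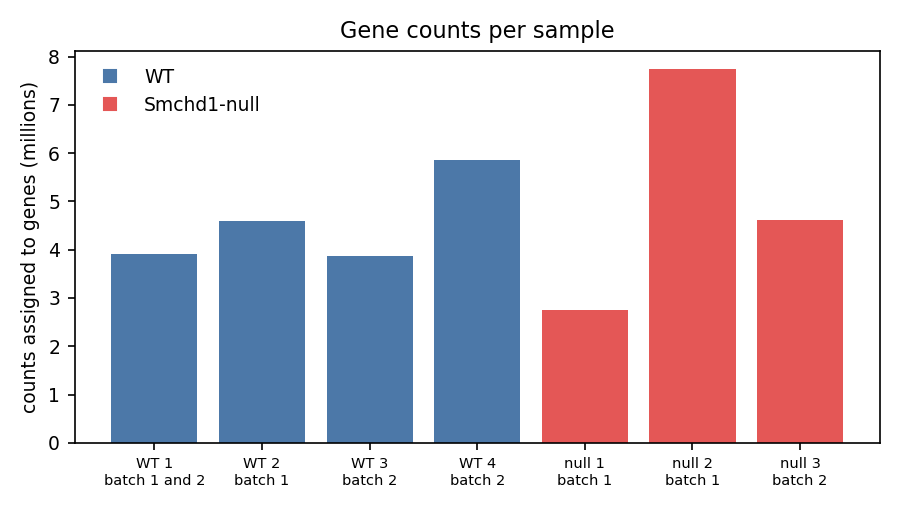
Counts assigned to genes (M, vertical axis from 0) in each sample, WT in blue and *Smchd1*-null in red, with the sequencing batch under each bar. *Smchd1*-null samples hold both the smallest (2.74 M) and the largest (7.74 M) library.

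Library composition was compared to see whether the groups differed in other ways than genotype. Mitochondrial genes took 3.19 ± 0.59% of counts in WT (SD, n = 4) and 2.69 ± 0.37% in *Smchd1*-null samples (SD, n = 3). Genes annotated as pseudogenes took 19.4 ± 1.45% in WT (SD, n = 4) and 21.3 ± 1.12% in *Smchd1*-null (SD, n = 3). The 10 genes with most counts took 5.73 ± 0.70% in WT (SD, n = 4) and 5.35 ± 0.20% in *Smchd1*-null (SD, n = 3), so no small number of genes dominated a library. Of 7 quantities compared in this way, including library size, genes detected and sample weight, no difference between genotypes was detected (smallest adjusted p = 0.45, exact permutation tests), but with a smallest possible unadjusted p of 0.0286 a single difference could not pass 0.05 after adjustment. No pair of samples of the same group had counts within sampling noise of each other (chi-square per degree of freedom of at least 2.72), and all 7 were treated as separate samples.

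Whether expression depends on gene length in long reads was examined next. Across the 13305 filtered genes, gene length and mean log-CPM had a Pearson correlation of 0.032. This value is across genes, which are not independent replicates, and the per-sample correlations had an SD of 0.040. The per-sample correlation was 0.048 ± 0.040 in WT (SD, n = 4) and 0.012 ± 0.036 in *Smchd1*-null samples (SD, n = 3; p = 0.257, exact permutation test, two-sided). The filter moved this value most, as the correlation was 0.387 over all 36857 genes with a count.

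The 7 samples were placed by multidimensional scaling (MDS), where dimension 1 carried 32.5% of the variance and dimension 2 carried 23.9%. The mean leading log2 fold change distance was 1.76 ± 0.27 (SD, 12 pairs) between genotypes and 1.75 ± 0.24 (SD, 9 pairs) within a genotype. The difference of 0.0076 was not larger than relabelling gives (p = 0.343, exact permutation test over 35 assignments, one-sided, smallest possible p = 0.0286), and leaving out *Smchd1*-null replicate 1 turned it to -0.13. The closest pair of all was *Smchd1*-null replicate 2 and WT replicate 2 (1.37), which were both sequenced in batch 1. When WT replicate 1 was left out and the other samples were grouped by batch, the distance between batches exceeded that within batches by 0.18 (p = 0.1, exact permutation test over 20 assignments, one-sided), and 0.1 is the smallest p that this grouping allows. Batch 1 alone holds 1 WT sample and batch 2 alone holds 1 *Smchd1*-null sample, too few to recompute the genotype distance within a batch. With the batch share removed from log-CPM in a fit that kept genotype, which favours a genotype difference, the difference between and within genotypes was 0.0645 (p = 0.314, exact permutation test over 35 assignments, one-sided).

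**Figure D2:**
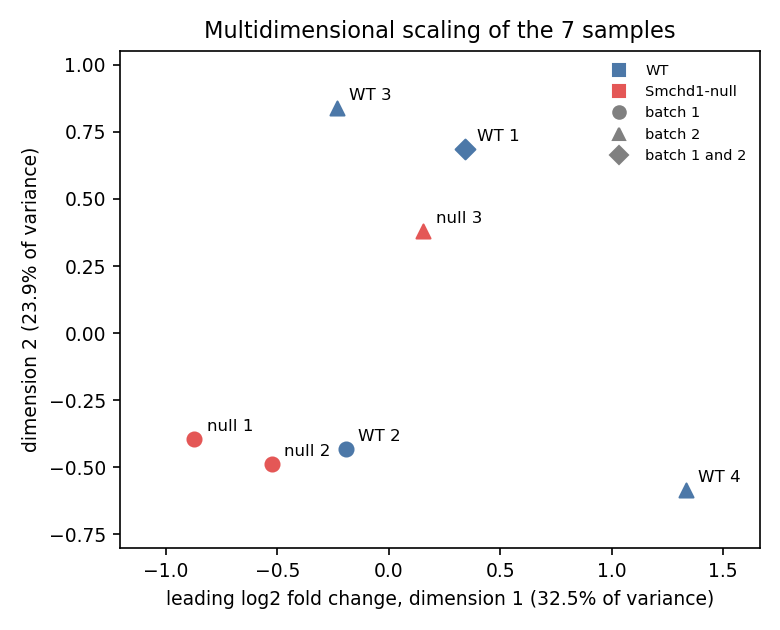
MDS of the 7 samples from log-CPM, with leading log2 fold change on both axes (32.5% and 23.9% of the variance), WT in blue and *Smchd1*-null in red, and a marker shape for each batch. *Smchd1*-null replicates 1 and 2 lie near WT replicate 2, and *Smchd1*-null replicate 3 lies nearest WT replicate 1.

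The targeted gene was examined in every sample as a check of the labels. Smchd1 (ENSMUSG00000024054.14) lies on the minus strand of chromosome 17, from 71344489 to 71475343. It had 66.9, 56.4, 74.7 and 55.7 CPM in WT replicates 1 to 4, from 254 to 325 counts. In *Smchd1*-null replicates 1 to 3 it had 17.3, 12.8 and 18.4 CPM, from 46 to 96 counts. The means were 63.4 ± 9.09 CPM in WT (SD, n = 4) and 16.1 ± 2.97 CPM in *Smchd1*-null (SD, n = 3), so that the null samples retained 25.5% of the WT mean. The log2 fold change was -2.15 (SE 0.18, adjusted p = 1.10e-04), which made Smchd1 the gene with the smallest p-value. Within the batches, the difference in mean log-CPM was -1.90 in batch 1 (2 null samples against 1 WT sample) and -1.79 in batch 2 (1 null sample against 2 WT samples). The alternative that moved it most was leaving out *Smchd1*-null replicate 2, which gave -1.86.

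Differential gene expression between *Smchd1*-null and WT was then assessed. At an adjusted p under 0.05, 12 genes were detected, 6 higher and 6 lower in *Smchd1*-null samples. At 0.25, 144 genes were detected, 63 higher and 81 lower. An unadjusted p under 0.05 was found for 1843 of the 13305 genes. Among the 144 genes, 86 (59.7%) had no overlap between the genotypes in log-CPM, compared with 5.53% of all tested genes and 5.71% given by chance for 3 against 4 samples. Comparing null and WT samples separately within batch 1 and batch 2, 139 of the 144 genes had the same direction in both batches. Both counts are raised by the choice of genes from the same samples. The 144 genes with the smallest p-values in each of the 34 other splits into 4 and 3 samples had a median of 58.5 genes without overlap, and 9 of the 35 splits, the real one included, had at least 86. Of the 27 splits with both groups in both batches, 8 had at least 139 genes with the same direction (median of the other 26, 133). The number of genes depended on the test. The edgeR quasi-likelihood test detected 1 gene at 0.05 and 8 at 0.25, all 8 among the 144, with 675 genes at an unadjusted p under 0.05. Voom without sample quality weights detected 1 and 10 genes, with 669 at an unadjusted p under 0.05. Both 675 and 669 are close to 0.05 of the 13305 genes, the share given by chance if no gene differed. The 1843 genes of the weighted fit are above that share. The weights in the weighted fit were 1.06, 0.65, 1.29 and 0.45 for WT replicates 1 to 4 and 2.03, 1.83 and 0.67 for *Smchd1*-null replicates 1 to 3. With the batch share as a covariate, 19 genes were detected at 0.05 and 74 at 0.25, of which 60 were among the 144. Samples with the same replicate number in both genotypes deviated from their group means with a mean correlation of 0.14 across genes, against -0.06 for other pairs. This mean rests on replicate 2 (0.36), as replicates 1 and 3 had -0.04 and 0.09, and WT replicate 2 with *Smchd1*-null replicate 1, which have different numbers and the same batch, had 0.30. With the replicate number as a block, 23 genes were detected at 0.05 and 129 at 0.25, of which 74 were among the 144. The same-numbered samples of replicates 2 and 3 also share a batch, so the block and the batch overlap. In the blocked fit WT replicate 4, which has no partner, adds nothing to the genotype log2 fold change.

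**Figure D3:**
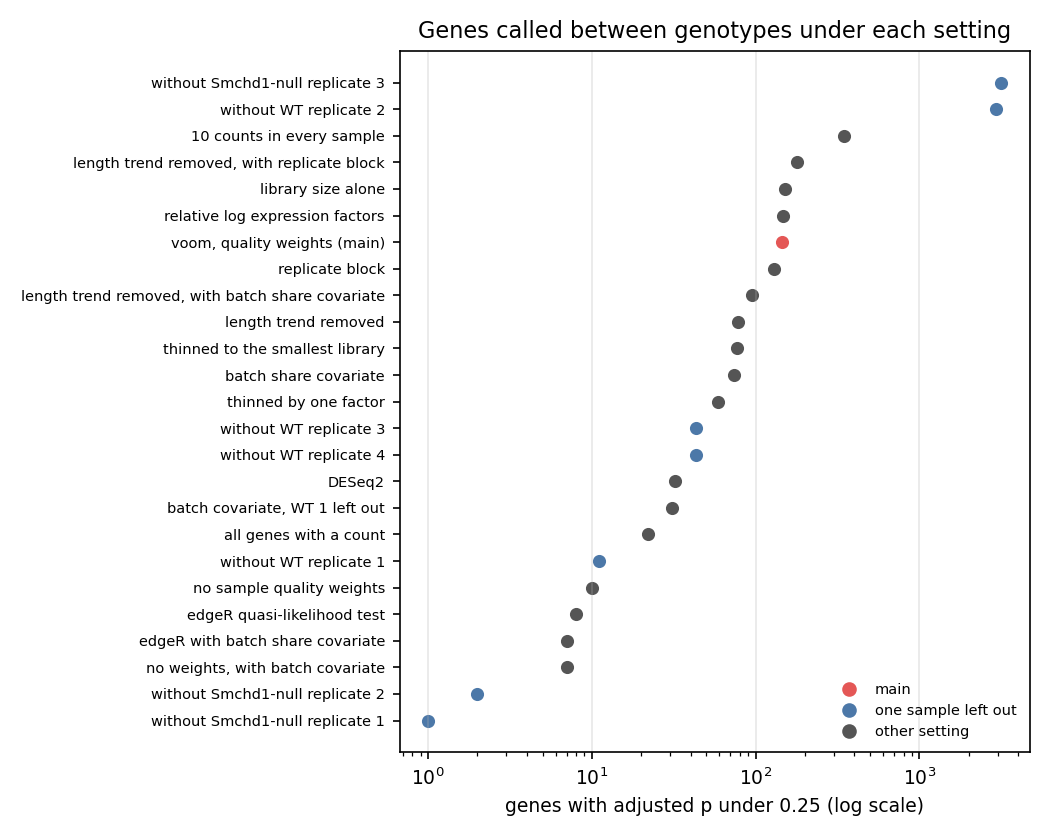
Number of genes with an adjusted p under 0.25 (horizontal axis, log scale) in each fit (vertical axis), with the reported fit in red, fits with 1 sample left out in blue and the other settings in grey. The reported fit gave 144 genes, edgeR 8, and the fits without 1 sample from 1 to 3153.

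Fold changes also differed with gene length. The Spearman correlation of gene length with the genotype log2 fold change was -0.38 across the 13305 genes, which are not independent replicates. Genes detected as higher at 0.25 had a median length of 2762 bases and genes detected as lower a median of 5815 bases, compared with 4160 bases for all tested genes. With each sample's trend of log-CPM with length removed, 9 genes were detected at 0.05 and 78 at 0.25, of which 73 were among the 144. In the same fit with the replicate block, 48 and 178 genes were detected.

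Apart from Smchd1, the genes with the smallest p-values were Col18a1 and Ndn. Col18a1 (ENSMUSG00000001435.15, chromosome 10, 77052178 to 77166548, minus strand) rose from 17.3 ± 4.85 CPM in WT (SD, n = 4) to 46.2 ± 6.57 CPM in *Smchd1*-null (SD, n = 3), a log2 fold change of 1.51 (SE 0.21, adjusted p = 0.0199). Pcdhb11 (ENSMUSG00000051486.5), a protocadherin gene on chromosome 18 from 37421418 to 37425836 on the plus strand, rose from 5.74 ± 2.04 to 19.9 ± 3.07 CPM, with a log2 fold change of 1.81 (SE 0.27, adjusted p = 0.0332). It belongs to a family of similar genes, so its counts are uncertain. Cxcl14 (2.63), 9030624G23Rik (2.69) and Nlrp5-ps (3.57) also rose, on the log2 scale, from few counts in WT samples (at most 6, 4 and 5 counts in any WT sample). An exon of Nlrp5-ps overlaps an exon of Vmn1r90 on the same strand by up to 1695 bases, and as a pseudogene it is uncertain. The genes with lower expression at an adjusted p under 0.05, other than Smchd1, were Mir124-2hg with a log2 fold change of -1.86, Cxcr4 with -1.29, Maf with -1.45, Pde9a with -1.08 and Slc6a11 with -1.31. Their adjusted p-values lay between 0.0368 (Mir124-2hg) and 0.0498 (Slc6a11). Maf and Pde9a each overlap exons of antisense genes. Slc6a11 was uneven in WT, as WT replicate 4 had 209 CPM and the other WT samples between 86.4 and 93.3 CPM. None of these genes other than Smchd1 passed 0.05 with edgeR, while DESeq2 detected 17 genes at 0.05, 10 of them among the 12.

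Among genes that passed only 0.25, the largest rises without overlap between the genotypes were in Ajap1 (log2 fold change 3.50, adjusted p = 0.0816) and St6gal2 (2.26, adjusted p = 0.191). The largest falls were in Gpr149 (-3.48), Atg9a (-3.00), Tlr3 (-2.80), 1810026B05Rik (-2.78) and Rasgrp1 (-2.43), with adjusted p-values from 0.0816 to 0.233. These rest on few reads. With the batch share as a covariate, Atg9a (adjusted p = 0.2505, limma), Tlr3 (0.379), 1810026B05Rik (0.323) and Rasgrp1 (0.351) no longer passed 0.25. Gpr149 (0.159), Ajap1 (0.0133) and St6gal2 (0.0360) still passed it. With the replicate block, Atg9a (0.373), Tlr3 (0.609) and Rasgrp1 (0.609) no longer passed 0.25, and the other genes of this paragraph did. *Smchd1*-null replicate 1, the smallest library, had 0 counts of Gpr149, Atg9a, Tlr3 and Rasgrp1. In it 3 counts would be 1.13 CPM, so a count of 0 does not exclude expression below that level. Exons of 1810026B05Rik overlap Chd2 on the same strand, those of Atg9a overlap Gm29253 and Ankzf1, and those of Tlr3 overlap an antisense gene, so these counts are uncertain.

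The imprinted genes Ndn, Mkrn3 and Peg12, expressed from 1 parental copy and neighbours on chromosome 7, were examined because the study names them. It cites them as higher in an earlier short-read study, and reports them as differentially expressed in these long-read data too. Ndn (ENSMUSG00000033585.5, 62346569 to 62350262, plus strand) rose from 103 ± 26.7 CPM in WT (SD, n = 4) to 217 ± 47.3 CPM in *Smchd1*-null (SD, n = 3), a log2 fold change of 1.21 (SE 0.17, adjusted p = 0.0199). Mkrn3 (ENSMUSG00000070527.3, 62417593 to 62420139, minus strand) rose from 15.8 ± 0.74 to 25.2 ± 1.39 CPM, a log2 fold change of 0.63 (SE 0.17, adjusted p = 0.233). Peg12 (ENSMUSG00000070526.2, 62461871 to 62464510, minus strand) rose from 112 ± 47.9 to 255 ± 4.12 CPM, a log2 fold change of 1.11 (SE 0.23, adjusted p = 0.136). Adjusted over this list of 3 alone, the limma p-values were 1.35e-05 for Ndn, 2.10e-03 for Mkrn3 and 3.68e-04 for Peg12. Since the study had already found these genes in the same samples, these 3 p-values are not independent support. For each of the genes, all 3 *Smchd1*-null samples were above all 4 WT samples. The rise was present in both batches, by 0.74 and 0.94 for Ndn, 0.67 and 0.75 for Mkrn3, and 1.11 and 1.68 for Peg12 in mean log-CPM. The replicate block gave log2 fold changes of 0.99 for Ndn (adjusted p = 9.37e-04, limma), 0.66 for Mkrn3 (adjusted p = 0.233) and 0.95 for Peg12 (adjusted p = 9.37e-04). The blocked log2 fold changes draw nothing from WT replicate 4, which has no partner. That sample had 43.0 CPM of Peg12, against 117 to 151 CPM in the other WT samples. Leaving it out of the fit without a block gave 0.88 for Peg12 (adjusted p = 0.0346, limma). The smaller blocked p-value of Peg12 is therefore not separate support from the pairing. With edgeR, Ndn passed 0.25 (adjusted p = 0.230), and Mkrn3 (adjusted p = 0.621) and Peg12 (adjusted p = 0.617) did not.

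**Figure D4:**
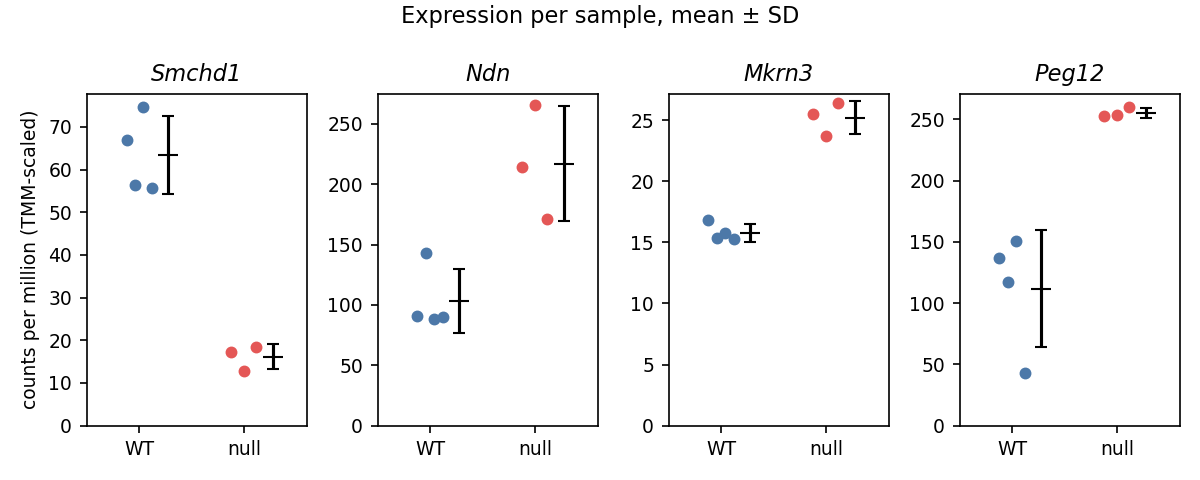
TMM-scaled CPM (vertical axis from 0) of Smchd1, Ndn, Mkrn3 and Peg12 in each WT (blue) and *Smchd1*-null (red) sample, with the mean and SD of each group in black. Smchd1 is lower in all 3 null samples than in all 4 WT samples, and the other genes are higher in all 3.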

Values the study reported

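The study reported library sizes between 2.7 and 7.7 M reads for the NSC samples and about 33 M gene-level counts in total. It gave a Pearson correlation of 0.035 between gene length and expression in these data. At an adjusted p-value cutoff of 0.05 it detected 12 genes between the genotypes. At a cutoff of 0.25 it detected 81 genes as lower and 63 as higher in *Smchd1*-null samples.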

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

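The tests in this part were chosen after the values were seen. The highest or lowest of the 4 WT samples was compared with the others for 28 results, the 7 sample-level quantities and the log-CPM of the 21 named genes. In 3 of them 1 WT sample stood further apart than 95% of groups of 4 would show by chance, where 1.4 would be given by chance alone. The *Smchd1*-null group of 3 is too small for this comparison. All 3 concern samples of the same genotype, so no biological explanation was tested.

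Ndn was higher in WT replicate 2, at a log-CPM of 7.16, than in the other WT samples, which lay between 6.47 and 6.52. Counting error was tested first. The sample had 644 counts where 463 would follow from its library size, and the exact binomial p-value of 1.36e-20 excludes sampling of reads alone. Sequencing batch was tested in a fit without this sample, where the batch share had a log2 fold change of -0.41 and an adjusted p = 0.600 (limma), which is above 0.05 but in the direction of a higher value in batch 1, so batch may account for a part of it. WT replicate 2 is the only WT sample sequenced in batch 1 alone, and a difference of that sample itself cannot be told apart from its batch among WT samples. Leaving out the highest WT sample can only raise the genotype difference and does not test it. With the batch share as a covariate the log2 fold change of Ndn fell from 1.21 to 0.86 (adjusted p = 0.00781, limma), and over all alternatives the adjusted p ranged from 5.49e-04 to 0.437.

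Cxcl14 was lower in WT replicate 2, at a log-CPM of -0.20, than in the other WT samples, between 0.49 and 0.56. This is 2 counts where 3.95 would follow from library size, and the exact binomial p-value of 0.387 leaves counting error as a sufficient explanation. The batch share had an adjusted p = 0.932 (limma) in the fit without the sample.

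Slc6a11 was higher in WT replicate 4, at a log-CPM of 7.71, than in the other WT samples, between 6.44 and 6.55. The sample had 1221 counts where 746 would follow from its library size (exact binomial p-value of 1.98e-91), so counting error is excluded. In a fit without this sample the batch share had a log2 fold change of 0.41 with an adjusted p = 0.0677 (limma), above 0.05. WT replicate 3, sequenced in batch 2 alone like WT replicate 4, had 93.3 CPM against 209 CPM, so batch does not set WT replicate 4 apart. WT replicate 4 also had the lowest sample weight (0.45). Left out of the fit, it changed the log2 fold change of Slc6a11 from -1.31 to -1.15, with an adjusted p = 0.0346 (limma), and over all alternatives the adjusted p ranged from 0.00348 to 0.996.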

How the results depend on the processing

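Smchd1 passed an adjusted p of 0.05 in every fit, with log2 fold changes from -1.86 to -2.25. The log2 fold changes of Ndn, Mkrn3 and Peg12 were above 0 in every fit. Whether they passed 0.25 depended on the fit, and the cause of each change in this part was not tested unless a value is given for it.

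The number of genes was the result that moved most. At cutoffs of 0.05 and 0.25, where the reported fit gave 12 and 144, edgeR gave 1 and 8 genes (1 and 8 shared), voom without weights 1 and 10, all genes with a count 2 and 22, the batch covariate 19 and 74 (60 shared at 0.25, 46 higher and 28 lower), the batch covariate without WT replicate 1 5 and 31, and thinning to the smallest library 5 and 77. DESeq2 gave 17 genes at 0.05 (10 shared) and 32 at 0.25 (30 shared), and genes with at least 10 counts in every sample gave 346 (109 shared). The replicate block gave 23 genes at 0.05, and its 129 genes at 0.25 were 86 higher and 43 lower, where the reported split was 63 and 81. Across the 7 fits that each left out 1 replicate, the counts ranged from 1 to 161 at 0.05 and from 1 to 3153 at 0.25. The largest came without *Smchd1*-null replicate 3 (3153) or WT replicate 2 (2924), the samples whose batch is the less common in their genotype. The smallest came without *Smchd1*-null replicate 1 (1 gene, with 454 at an unadjusted p under 0.05). Relative log expression factors (12 and 147) and library size alone (8 and 152) stayed within 1.5 times.

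Among alternatives chosen after seeing the data, edgeR with the batch covariate gave 1 and 7 genes, unweighted voom with the batch covariate 1 and 7, removal of the length trend 78 at 0.25, the same with the batch covariate 95 at 0.25, the same with the replicate block 48 at 0.05, and thinning of all libraries by 1 factor, with 57.6% of counts kept, 3 and 59.

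Mkrn3 no longer passed 0.25 with edgeR (log2 fold change 0.67), DESeq2 (0.67), voom without weights (0.66), library size alone (0.59), all genes with a count (0.66), the batch covariate without WT replicate 1 (0.70), thinning to the smallest library (0.67) or by 1 factor (0.69), the length trend removed (0.57), edgeR with the batch covariate (0.69) or unweighted voom with the batch covariate (0.68). Peg12 no longer passed 0.25 with edgeR (1.20), DESeq2 (1.19), voom without weights (1.36), edgeR with the batch covariate (1.16) or unweighted voom with the batch covariate (1.27). Across the fits that each left out 1 replicate, the log2 fold change ranged from 0.97 to 1.35 for Ndn, 0.59 to 0.71 for Mkrn3 and 0.88 to 1.32 for Peg12. Ndn did not pass 0.25 without *Smchd1*-null replicate 1 (adjusted p = 0.401) or 2 (adjusted p = 0.437), Peg12 without WT replicate 1 (0.349) or *Smchd1*-null replicate 1 (0.996) or 2 (0.909), and Mkrn3 without WT replicate 1 (0.595), 3 (0.487) or 4 (0.371) or *Smchd1*-null replicate 1 (0.996) or 2 (1.00), all limma. In the smallest library a count of 0 does not exclude expression below 1.13 CPM, which limits the genes named with few counts. For the 17 other named genes, 358 comparisons gave 157 on the same side of their threshold, 201 no longer past it and 0 in the opposite direction.

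The correlation of gene length with mean log-CPM moved to 0.387 with all genes with a count and to -0.043 with at least 10 counts in every sample. It ranged from 0.014 to 0.052 across the 7 sets that each left out 1 replicate. The difference of distances between and within genotypes changed sign with all filtered genes (-6.48e-04), the 100 largest differences (-0.0113), at least 10 counts in every sample (-0.0193) and thinning to the smallest library (-0.0110), and ranged from -0.131 to 0.0900 across the 7 sets that each left out 1 replicate. With the batch share removed it was 0.0645 (p = 0.314, exact permutation test).

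For the gene sets described under the other observations, the ROAST p-value of the clustered protocadherins stayed under 0.05 with the batch covariate, the replicate block, no weights, the stricter filter and library size alone. It ranged from 0.0250 to 0.0908 across the 7 fits that each left out 1 replicate. The imprinted set changed direction with library size alone (0.862) and the X-linked set did so too (0.506), but this scaling moved the median log2 fold change of all tested genes from 0.0049 to -0.033, so the change of sign is not specific to the sets. In place of ROAST, camera gave 3.30e-04 for the clustered protocadherins, 0.868 for the imprinted and 0.830 for the X-linked set. With the batch covariate the X-linked set came closest to 0.05 (0.0541), and the imprinted set had 0.190. With 1 replicate left out, these p-values ranged from 0.179 to 0.836 for the imprinted set and from 0.345 to 0.885 for the X-linked set, with a change of direction for the imprinted set without WT replicate 2 (0.645) or *Smchd1*-null replicate 3 (0.793) and for the X-linked set without WT replicate 2 (0.425).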

Other observations

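Tests of sample weights, of paralogs, of the summed protocadherin arrays, of the length pattern against batch, of gene positions, of repeated thinning and of the 35 splits with the batch share as a covariate were chosen only after the results they concern were seen.

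The 144 and 12 genes were set against other splits of the same 7 samples into 4 and 3. In the weighted fit with a cutoff of 0.25, 14 of the 35 splits gave as many genes, the real one included, and with 0.05 it was 7 of the 35. Of the 8 splits that part all 3 same-numbered pairs, as the real one does, 2 gave as many genes at 0.25 and 1, the real split, at 0.05, and with 8 splits the share cannot go below 0.05. Without sample weights, and likewise with edgeR, 6 of the 35 splits gave as many genes as the real one at 0.25 (10 and 8 genes) and 2 of the 35 at 0.05 (1 gene each), and of the 8 splits only the real one did, so the larger shares came with the sample weights. The remaining splits put at least 1 same-numbered pair into the same group. The split of the 3 samples sequenced in batch 1 alone from the rest gave 2329 genes at 0.05 and 5776 at 0.25, and that of the 3 samples sequenced in batch 2 alone gave 1031 and 4605. Since 2 of the 3 *Smchd1*-null samples and 1 of the 4 WT samples come from batch 1 alone, batch and genotype cannot be told apart in these counts, which come from fits without a batch term. When every split was fitted with the batch share as a covariate, 6 of the 35 gave as many genes at 0.25 as the real split (74) and 3 of the 35 at 0.05 (19). Among the 8 splits that part all 3 same-numbered pairs, the real split alone reached these counts at either cutoff.

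Technical explanations of the 144 genes were weighed by refitting. The batch covariate lowered the count to 74, leaving out the sample weights to 10, and removing the length trend to 78, so that each may account for a part of it. Thinning to the smallest library lowered it to 77, but thinning all libraries by 1 factor to the same total lowered it to 59. Over 20 further draws of each, the median was 84 genes with equal libraries (44 to 134) and 46 with 1 factor (21 to 186), so the loss of reads is enough for the fall and equal libraries took away no further genes. The weights give most influence to *Smchd1*-null replicates 1 and 2 (2.03 and 1.83), which share a batch. With the batch share in the fit, *Smchd1*-null replicate 3 was weighted 1.45 in place of 0.67. In that fit the batch itself had 1652 genes at an adjusted p under 0.05, 738 higher and 914 lower in batch 2, against 19 for genotype. With edgeR the batch had 33 genes. Of the 144 genes, 38 were among the 1652.

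The fall of log2 fold changes with gene length (Spearman -0.38 across genes) was followed into the samples. The deviation of each sample's log-CPM from the gene means correlated with length at -0.26, -0.37 and -0.28 in the 3 samples of batch 1 alone, which include WT replicate 2, and at 0.11, 0.20 and 0.16 in the 3 samples of batch 2 alone, which include *Smchd1*-null replicate 3. WT replicate 1, sequenced in both batches, had 0.37. The batch log2 fold change correlated with length at 0.35. Of the 35 splits, 7 gave a correlation of genotype log2 fold change with length as large in size. With the batch share as a covariate the correlation was -0.17, but WT replicate 1 has a longer-gene profile than either batch alone and a batch share cannot describe it. Without WT replicate 1 the correlation was -0.286, and -0.0666 with batch as a covariate, so that the batches, which differ in library kit, may explain most of it among the other 6 samples.

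Clustered protocadherins, genes in tandem arrays on chromosome 18, were tested as a set fixed before the data were examined. The 17 that passed the filter had a median log2 fold change of 0.59, 12 of them higher (ROAST p-value of 0.0286 by random rotation, 0.0858 after adjustment over 3 sets, and 0.0289 with the replicate block, where same-numbered samples had a mean correlation of 0.14). All were Pcdhb genes except Pcdhgc3 and Pcdhgc4, named after their values were seen, which had log2 fold changes of -1.90 and -1.15. No Pcdha gene passed the filter, so the set result rests mainly on the Pcdhb array. With ROAST the set does not pass 0.05 after adjustment, while camera, which compares the set with the other genes and presumes little correlation within it, gave a p-value of 3.30e-04. Of the 35 splits, 2 gave a p-value as small, the other being WT replicates 1, 2 and 3 against the rest (0.02). With the length trend removed the ROAST p-value was 0.0220, and the median log2 fold change of the set hardly moved (0.59 to 0.58). The removal took the Spearman correlation of length with log2 fold change over all tested genes from -0.38 to -0.014. Single members of the set shifted by -0.06 to 0.19. These values argue against the length trend as the source of the rise of these 17 genes as a set. Reads shared between paralogs would leave the summed expression of the cluster unchanged. The sum over 51 genes with counts was 98.5 ± 23.3 CPM in WT and 140 ± 22.3 CPM in *Smchd1*-null samples (exact permutation p = 0.0571, two-sided, where 0.0286 is the smallest possible). It was higher in 3 of 3 null samples than in any WT sample, but narrowly. The lowest null sample had 126 CPM and the highest WT sample 125 CPM. With a p-value above 0.05 the sum does not decide whether reads moved between members explain the set. Single genes were not tested for such reads. The 3 arrays were also summed apart. Pcdhb genes summed to 82.3 ± 21.6 CPM in WT and 127 ± 12.4 CPM in null samples (exact permutation p = 0.0571, 0.171 after adjustment over the 3 arrays). The sums of Pcdha (exact permutation p = 0.257) and Pcdhg genes (exact permutation p = 0.371) did not differ detectably, and Pcdhgc3 was lower (log2 fold change -1.90, adjusted p = 0.233, limma), named after its values were seen. The Pcdha sums rest on only 2 to 18 counts per sample. A rise of the Pcdhb array in *Smchd1*-null cells is a hypothesis that these 7 samples leave open.

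Imprinted genes as a set, 32 tested of a list of 53 written before the data were examined, did not move together (median log2 fold change -0.04, ROAST p-value of 0.746, 0.289 with the replicate block), and 31 of the 35 splits gave a p-value as small. The 4 members that passed 0.25 were Ndn, Peg12 and Mkrn3, which were higher, and Nnat, named after its values were seen, which was lower (log2 fold change -0.52, adjusted p = 0.181, limma). X-linked genes, 528 tested, had a median log2 fold change of -0.0024, with 262 higher (ROAST p-value of 0.390, 0.465 with the replicate block and 0.0541 with the batch covariate), and 15 of the 35 splits gave a p-value as small. Xist had at most 2 counts in any sample, and Ddx3y, Eif2s3y, Kdm5d and Uty had between 44 and 497 counts in every sample, so all 7 samples show the pattern of male cells and a difference of sex does not bear on the comparison. The X-linked result therefore holds for male cells only and cannot speak for female cells.

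Called genes were examined for position. Of the 63 genes higher at 0.25, 12 had another such gene starting within 1 Mb, where 10000 random sets of tested genes gave a mean of 5.46 (p-value of 0.0421 by random permutation, not adjusted for the 2 directions tested), and of the 81 lower genes 10 did, against 8.84 (p-value of 0.435). Without the clustered protocadherins and Ndn, Mkrn3 and Peg12, 3 of 55 higher genes had such a neighbour (p-value of 0.640). Since the regions left out were those seen to cluster, this does not test clustering elsewhere. The 3 genes are themselves neighbours on chromosome 4 (Znf41-ps, Zfp992 and Zfp991, named after their values were seen), and as a pseudogene and members of a family of similar genes their counts are uncertain. Otud7a, named after its values were seen, starts within 1 Mb of Peg12 and was also among the higher genes.

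Pseudogenes of 1 chromosome took many counts. Among the 10 genes with most counts were 4 unprocessed pseudogenes on chromosome 1, Gm28661 (0.664% of all counts), Gm28437 (0.648%), Gm10925 (0.484%) and Gm29216 (0.374%), beside mt-Cytb (0.900%) and mt-Co2 (0.550%). The origin of their reads was not tested.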
